A study of Saccharomyces cerevisiae with 6 samples. Its data were reported in "Excess of Yra1 RNA-Binding Factor Causes Transcription-Dependent Genome Instability, Replication Impairment and Telomere Shortening" (2016).

How the data were processed

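Gene expression was measured in the haploid budding yeast strain W303-1A (mating type a), as the labels name it, carrying a centromeric plasmid, marked with HIS3, on which the GAL1 promoter drives YRA1. In the GAL-YRA1 group the plasmid carries the gene with its intron. In the GAL-YRA1Δi group it carries the intron-less gene. Cells were grown in raffinose and shifted to 2% galactose for 4 hours. The labels describe 3 biological replicates of each group, and the group of every array was taken from its label. Total RNA was labelled with biotin and hybridised to 1-colour Affymetrix Yeast Genome 2.0 arrays, which also carry probe sets for Schizosaccharomyces pombe.

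The authors deposited 1 table with a log2 value for each of 10928 probe sets on each of 6 arrays. Per the methods and the submitters' processing notes, the values were made by RMA, which subtracts background, gives all arrays the same distribution and summarises the probes of a probe set. The notes also name limma. No software version is given in the sources used here. RMA sets the spread of values on all arrays to be alike, so a change shared by most transcripts would not be seen. The values ran from 2.43 on the array with the lowest minimum to 15.12 at the top. The number of arrays limits the precision.

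Probe sets were named through the platform annotation and a RefSeq gene table of the R64 assembly. Of the 7245 probe sets that the annotation lists, 5498 matched 1 S. cerevisiae gene each and covered 5449 genes, 47 of them with more than 1 probe set. Another 1747 carry gene names that are not in the S. cerevisiae table and were taken as S. pombe probe sets, 1 of them with several gene symbols. Left unnamed by the annotation were 213 controls and 3470 other probe sets. The tests used the 5498 S. cerevisiae probe sets as deposited, with no filter on dim probe sets. A gene with several probe sets was represented by the one with the highest mean over all arrays. The array table names no genome build, so the R64 table served for names, for gene lengths and to find genes within 30 kb of a chromosome end, and no coordinates are given.

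Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on group alone), and p-values were adjusted by the Benjamini-Hochberg method over all tested probe sets. The thresholds were those of the study's methods, an adjusted p below 0.01 and a change of at least 1.5-fold. No probe set passed them, so the looser threshold of an adjusted p below 0.05 with at least 1.5-fold, an alternative set before the data were examined, is also reported, and its genes are named although they were chosen after their values were seen. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, two-sided, for 39 lists with at least 3 measured members, adjusted over lists. The lists were also tested with a correlation estimated from the data and with fry. A call on a list means an adjusted p below 0.05. Medians of coding length and of signal were compared between changed and other genes by two-sided permutation tests with 100000 resamples. All of the lengths were available, and 97.0% were multiples of 3, so they hold no untranslated ends, but they span the introns of genes that have them.

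The gene lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. The study's table of altered genes had been read by then, so the lists are not independent of these samples. The rule named YRA1, the 10 largest rises and 10 largest falls past the threshold with no overlap between groups, the 4 members with the lowest p in each list, and 15 fixed genes. Values are given for fixed genes that had a named probe set. The largest rises and falls gave no gene, since none passed.

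The replicate numbers of the labels were checked as a pairing. Over the tested probe sets, the deviations of same-numbered arrays from their group means correlated at 0.34 for number 1, 0.69 for number 2 and 0.30 for number 3. The numbers were treated as pairs as labelled, and a fit with replicate number as a block is given where it changes a call or a count. GAL-YRA1 replicate 1 correlated better with GAL-YRA1Δi replicate 3 (0.66) than with replicate 1, and GAL-YRA1 replicate 3 better with GAL-YRA1Δi replicate 1 (0.58) than with replicate 3. Only for number 2 did the same-numbered arrays correlate best, so for numbers 1 and 3 the block rests on the labels alone. No label gives a day or a hybridisation batch.

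The alternatives were another quantile normalization over the tested probe sets, a shift to equal array medians, a filter on dim probe sets (mean at or below 4.70, the 95th percentile of the S. pombe probe sets), all probe sets of the table, an intensity trend, robust eBayes, array weights, other thresholds, and leaving out each array. Simulated data with 200 changed probe sets among 5498, and noise drawn from the moderated variances of the real arrays, tested the fit. At the study's threshold it found 37.3% of 1.5-fold, 92.5% of 2-fold and 98.5% of 4-fold changes, and called 2 of 5298 unchanged probe sets. In simulated lists of 30 probe sets, 4 of 4 shifted by 0.3 were found and 0 of 16 others were called. In both simulations probe sets and arrays were independent of each other, which real genes and the replicate 2 arrays are not. The shares found therefore do not show that 2-fold changes are absent from the real arrays. A list of intron-containing genes and a comparison of GC content had been planned and were not analysed here, because the gene table used holds no exons or sequence. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.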

Results

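To follow the transcriptome of cells with an excess of Yra1, an RNA-binding factor that takes part in mRNA export, 6 arrays were compared. Of these, 3 came from cells with the intron-containing GAL-YRA1 plasmid and 3 from cells with the intron-less GAL-YRA1Δi plasmid, all after 4 hours in galactose. The intron of YRA1 serves to keep its own level down, so its removal gives overexpression. Median signal over the 5498 tested probe sets lay between 11.16 and 11.18 (log2) on all 6 arrays. Of these probe sets, 98.9% lay above the 95th percentile of the S. pombe probe sets, which have no target in these cells. Values are log2 RMA signals, given as mean ± SD, and changes are GAL-YRA1Δi minus GAL-YRA1.

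YRA1 signal was higher on each of the 3 GAL-YRA1Δi arrays than on any GAL-YRA1 array. It was 13.34 ± 0.11 (SD, n = 3) in GAL-YRA1 cells and 14.54 ± 0.08 (SD, n = 3) in GAL-YRA1Δi cells, a log2 change of 1.20 (SE 0.08, 95% confidence interval 1.00 to 1.40) or 2.30-fold. The adjusted p was 0.0102 with limma, just above the study's threshold of 0.01. The change was 1.13, 1.41 and 1.06 in replicate pairs 1, 2 and 3. The galactose-induced genes GAL1, GAL7 and GAL10, whose products break down galactose, differed little between groups, by -0.07, -0.06 and 0.01 (adjusted p = 0.669, 0.710 and 0.962). The change of GAL10 was -0.00092 without GAL-YRA1 replicate 3 and -0.0065 without GAL-YRA1Δi replicate 3. All of these signals lay near the top of the scale, where the highest value on any array was 15.12, so their changes can be compressed. With all probe sets of the table tested, the adjusted p of YRA1 was 0.00912, without GAL-YRA1Δi replicate 2 it was 0.00763, and over all the alternatives it ranged from 0.000442 to 0.111.

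**Figure D1:**
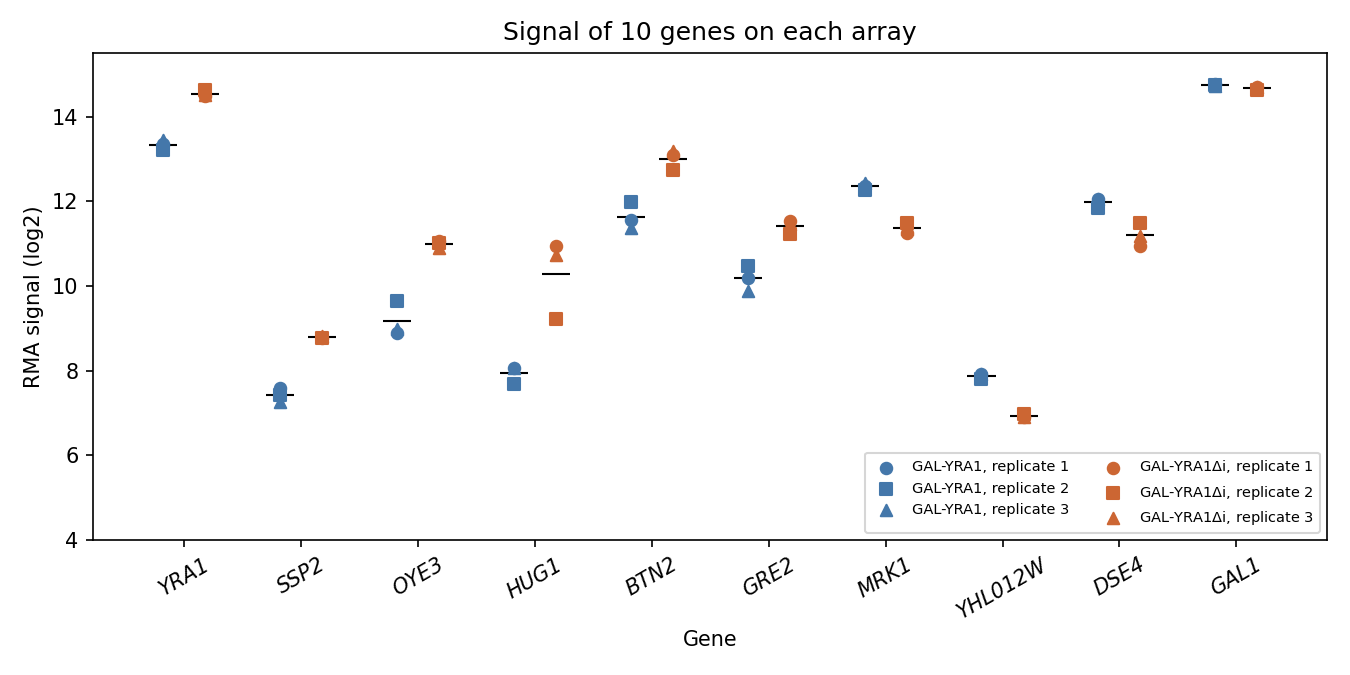
RMA signal (log2, vertical axis) of 10 genes (horizontal axis) on the 3 GAL-YRA1 arrays (blue) and the 3 GAL-YRA1Δi arrays (orange), with circles, squares and triangles for replicates 1, 2 and 3 and a line for each mean. YRA1 lies at 13.34 and 14.54 in the 2 groups, while HUG1 on the GAL-YRA1Δi arrays is spread with an SD of 0.94, with replicate 2 the lowest.

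Both replicate number and group parted the arrays. The first principal component held 51.0% of the variance and set replicate 2 of both groups (16.8 in GAL-YRA1, 10.6 in GAL-YRA1Δi) above the other 4 arrays. Those 4 did not lie together. GAL-YRA1 replicates 1 and 3 lay at -0.68 and 0.16, and GAL-YRA1Δi replicates 1 and 3 at -13.9 and -13.0. In each replicate pair the GAL-YRA1Δi array lay lower on this component than the GAL-YRA1 array. The second held 34.2% and had the 3 GAL-YRA1Δi arrays above the 3 GAL-YRA1 arrays. GAL-YRA1Δi replicates 1 and 3 were the closest arrays, with a correlation across probe sets of 0.998 and an SD of their difference of 0.107 (log2). GAL-YRA1 replicates 1 and 3 had an SD of 0.190, and the replicate 2 arrays of the 2 groups had an SD of 0.227.

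**Figure D2:**
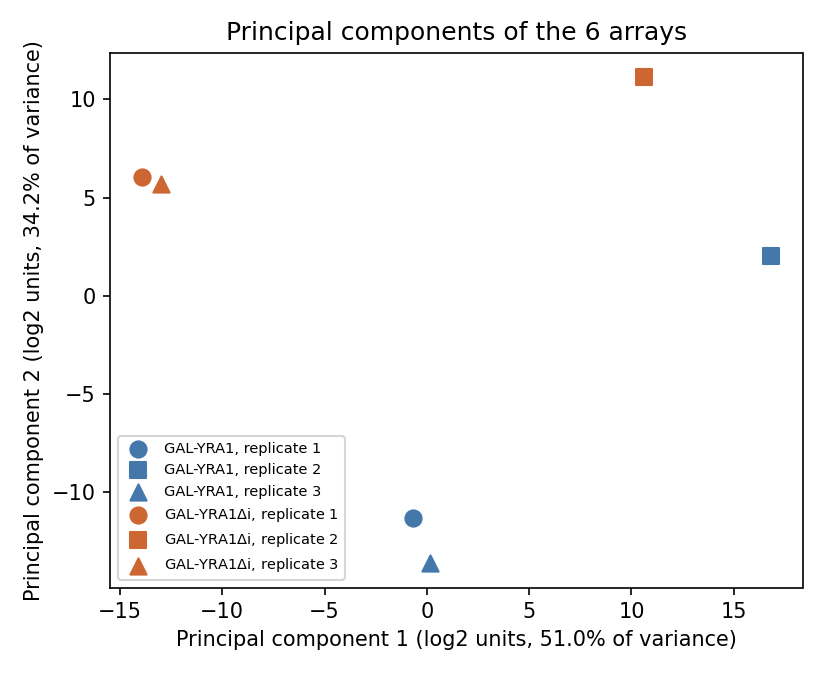
First and second principal components (log2 units) of the tested probe sets for the 6 arrays, with blue for GAL-YRA1, orange for GAL-YRA1Δi, and circles, squares and triangles for replicates 1, 2 and 3. The squares of both groups lie to the right along the first component, which holds 51.0% of the variance.

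Beyond YRA1, the probe sets that differed included those of redox enzymes, of a sporulation gene and of genes of unknown function. At an adjusted p below 0.05 and at least 1.5-fold, 22 probe sets differed in limma, 14 higher and 8 lower in GAL-YRA1Δi cells. Among the higher ones were OYE3, an NADPH oxidoreductase (9.17 ± 0.41 against 11.00 ± 0.08, 3.54-fold, adjusted p = 0.0333), SSP2, needed for spore wall formation (7.42 ± 0.16 against 8.79 ± 0.03, 2.57-fold, adjusted p = 0.0102), and YHR007C-A, of unknown function (6.28 ± 0.18 against 8.09 ± 0.22, 3.52-fold, adjusted p = 0.0149). The others higher were PAU4 (log2 change 1.41), YBR284W (1.29), YOR161C-C (1.28), YGR146C-A (1.06), AAD4 (1.06), the glutathione transferase gene GTT2 (0.79), DSF1 (0.78), the helicase gene SSL2 (0.69) and HRP1 (0.64), a subunit of the mRNA cleavage factor. One YBR219C probe set was higher by 1.10 while another of that gene differed by -0.38. Those lower were the kinase gene MRK1 (12.35 ± 0.08 against 11.36 ± 0.12, adjusted p = 0.0228), YHL012W (-0.95, adjusted p = 0.0102), SDD1 (-0.89), YGL007C-A (-0.68), FMP48 (-0.62), the kinetochore gene SPC25 (-0.61), YOR034C-A (-0.60) and NRT1 (-0.59), a transporter of nicotinamide riboside.

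No probe set passed the study's own thresholds in limma (0 higher, 0 lower), and treat against 1.5-fold also gave 0. At an unadjusted p below 0.05 in limma, 885 probe sets differed, 538 higher and 347 lower, where chance alone gives 274.9. Other groupings of the same 6 arrays into 3 and 3 gave 6 to 973, so this excess alone does not set the real grouping apart. The groups did not overlap at 1220 probe sets, 22.2% of those tested, against 10% by chance for 3 arrays against 3. With replicate number as a block, 0 passed the study's thresholds and 79 passed the looser one (54 higher, 25 lower). The looser count fell to 0 without GAL-YRA1 replicate 1, GAL-YRA1 replicate 3, GAL-YRA1Δi replicate 1 or GAL-YRA1Δi replicate 3, and rose to 46 without GAL-YRA1 replicate 2 and to 115 without GAL-YRA1Δi replicate 2. It was 0 when GAL-YRA1Δi replicates 1 and 3 were averaged as 1 array and 231 with both replicate 2 arrays left out (both checks were added after the data were seen).

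Of the lists for protein quality control and oxidative stress, the proteasome, chaperone and Yap1 lists rose and the unfolded protein response list fell in camera with the preset correlation, and none of these calls held with an estimated correlation. All 34 genes of the proteasome list had a positive change, with a median of 0.21 (camera adjusted p = 1.23e-09; adjusted p = 0.624 with an estimated correlation). Its regulator RPN4 differed by 0.73 (adjusted p = 0.0652, or 0.0437 with the replicate block, and 0.00138 to 0.323 over the alternatives, with 0.00960 without GAL-YRA1Δi replicate 2), RPN1 by 0.39 and PRE4 by 0.28. Among chaperone genes controlled by heat shock factor, 23 of 25 were positive with a median of 0.25 (camera adjusted p = 1.04e-08; adjusted p = 0.624 with an estimated correlation), with values of 1.37 for BTN2, 0.66 for HSP42, 0.42 for CPR6 and 0.29 for YDJ1. The adjusted p of BTN2 was 0.0523, and it was 0.0411 without GAL-YRA1 replicate 2 and 0.0246 without GAL-YRA1Δi replicate 2 (0.000876 to 0.278 over the alternatives), and that of CPR6 was 0.0806, or 0.0365 without GAL-YRA1Δi replicate 2 (0.00237 to 0.359 over the alternatives). The Yap1 and oxidative stress list rose with a median of 0.21 over 23 genes (camera adjusted p = 2.23e-05; adjusted p = 0.460 with an estimated correlation), and OYE3, AAD4 and GTT2 belong to it, while its member GRE2 differed by 1.23 (adjusted p = 0.0523, or 0.0443 with the replicate block, and 0.00121 to 0.278 over the alternatives, with 0.0408 without GAL-YRA1 replicate 2 and 0.0279 without GAL-YRA1Δi replicate 2). The unfolded protein response list fell, with a median of -0.21 over 15 genes (camera adjusted p = 0.000183; adjusted p = 0.624 with an estimated correlation), with MPD1 at -0.28, JEM1 at -0.25, FPR2 at -0.25 and HRD1 at -0.21. The median of the unfolded protein response list was -0.03, -0.24 and -0.43 in pairs 1, 2 and 3. Adjusted over the list alone, an adjusted p below 0.05 was reached by 12 proteasome, 14 chaperone, 9 Yap1 and 0 unfolded protein response genes. At the looser threshold over all genes the counts were 0, 0, 3 and 0, and the general stress list of Msn2/4 targets did not pass (median 0.09, adjusted p = 0.363). The lists were written with the study's table of altered genes already read. Neither the tests on lists nor counts adjusted over a list alone are therefore independent evidence.

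**Figure D3:**
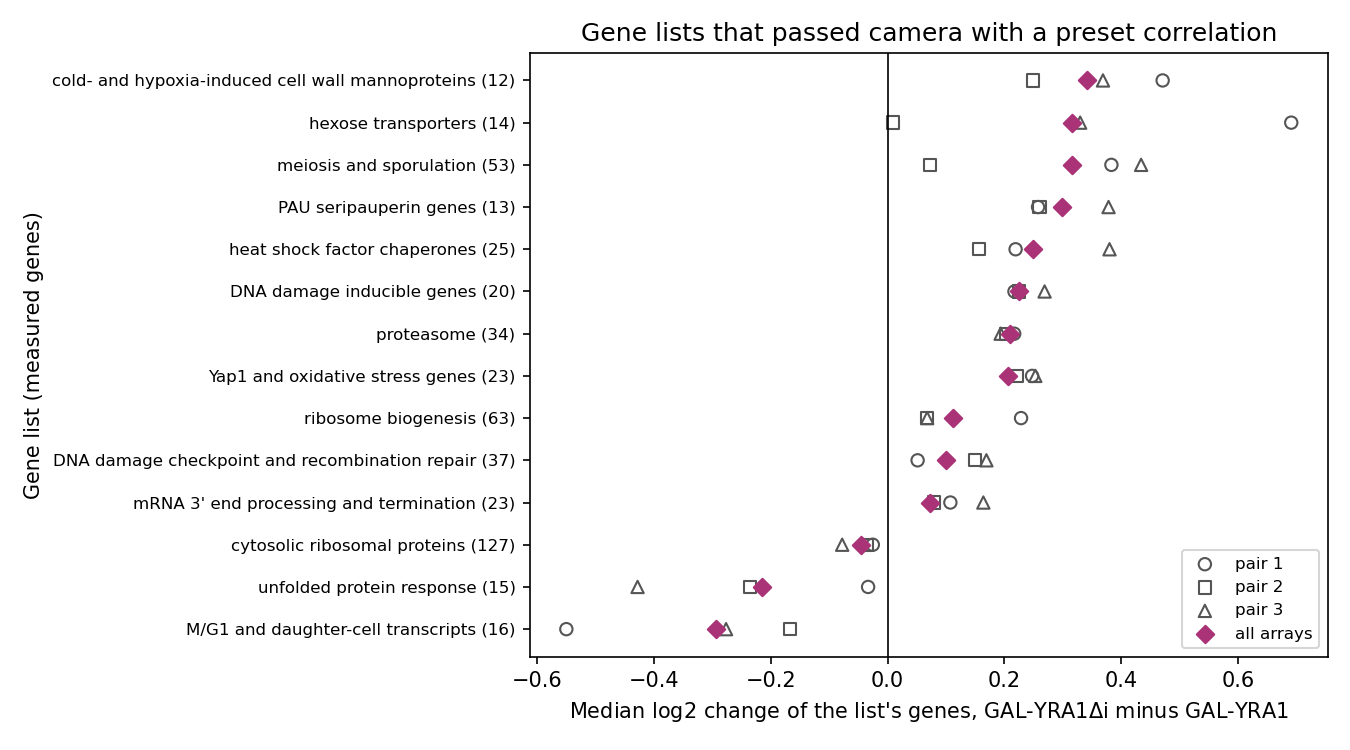
Median log2 change (GAL-YRA1Δi minus GAL-YRA1, horizontal axis) of the measured genes of each of the 14 lists that passed camera with a preset correlation (vertical axis, number of genes in brackets), over all arrays (diamonds) and in replicate pairs 1, 2 and 3 (circles, squares, triangles). The proteasome list lies at 0.22, 0.20 and 0.19 in the 3 pairs, whereas the meiosis and sporulation list lies at 0.38, 0.07 and 0.43.

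Since an excess of Yra1 raises recombination, genes of the DNA damage response were examined next. The list of damage-inducible genes rose, with 18 of 20 members positive and a median of 0.22 (camera adjusted p = 0.000137; adjusted p = 0.624 with an estimated correlation). HUG1, whose product acts on ribonucleotide reductase and which is induced by replication stress, had 7.94 ± 0.21 (SD, n = 3) in GAL-YRA1 cells and 10.29 ± 0.94 (SD, n = 3) in GAL-YRA1Δi cells, 5.11-fold. Its change was 2.88, 1.52 and 2.66 in the 3 pairs, and its adjusted p was 0.0959, or 0.0341 with the replicate block (0.00138 to 0.359 over the alternatives). Without GAL-YRA1Δi replicate 2 the adjusted p was 0.00443 for HUG1 and 0.0178 for RNR3 (0.00635 to 0.630 over the alternatives). The ribonucleotide reductase genes RNR3 and RNR4 differed by 0.64 (adjusted p = 0.257) and 0.32 (adjusted p = 0.0959), and the checkpoint kinase gene DUN1 by 0.35 (adjusted p = 0.135). The list of checkpoint and recombination repair genes rose with a median of 0.10 over 37 genes (camera adjusted p = 0.00182; adjusted p = 0.460 with an estimated correlation), and in it RAD52 differed by 0.42 (adjusted p = 0.0952), RAD53 by 0.36 (adjusted p = 0.136) and the helicase gene RRM3 by -0.06 (adjusted p = 0.819). Without GAL-YRA1 replicate 1 the change of RRM3 was 0.03. Adjusted over the list alone, 9 damage-inducible genes were higher and 1 lower and 6 repair genes were higher at an adjusted p below 0.05, and 0 genes of either list passed the looser threshold over all genes.

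Meiosis, mannoprotein, PAU and hexose transporter lists rose in camera with the preset correlation, while few of their members passed over all genes. In the meiosis and sporulation list 41 of 53 genes were positive, with a median of 0.31 (camera adjusted p = 1.52e-05; adjusted p = 0.624 with an estimated correlation). Besides SSP2 these included MAM1 (1.22, adjusted p = 0.0759), and SMA1 (1.13) and REC102 (0.86), each at an adjusted p of 0.0523. With the replicate block the adjusted p was 0.0427 for SMA1 (0.00121 to 0.278 over the alternatives) and 0.0464 for REC102 (0.00200 to 0.265 over the alternatives). The cold- and hypoxia-induced mannoproteins of the cell wall (12 genes, median 0.34, camera adjusted p = 0.000965; adjusted p = 0.624 with an estimated correlation), the seripauperin (PAU) genes (13 genes, median 0.30, camera adjusted p = 0.00142; adjusted p = 0.723 with an estimated correlation) and the hexose transporters (14 genes, median 0.32, camera adjusted p = 0.00520; adjusted p = 0.624 with an estimated correlation) rose as well. PAU genes are close relatives of each other and probes can cross-hybridise, so single members are uncertain. Adjusted over the list alone, 17 meiosis genes were higher and 2 lower, and 3 mannoprotein, 5 PAU and 3 transporter genes were higher, while 1, 0, 1 and 0 passed the looser threshold over all genes. The adjusted p without GAL-YRA1 replicate 2 was 0.0471 for MAM1 and 0.0351 for SMA1, and without GAL-YRA1Δi replicate 2 it was 0.0301 for MAM1 (0.00181 to 0.332 over the alternatives), 0.0346 for SMA1 and 0.0124 for REC102. The hexose transporter call was lost without GAL-YRA1 replicate 1 (adjusted p = 0.0983) and the PAU call without GAL-YRA1 replicate 2 (adjusted p = 0.0767), and with quantile normalization over the tested probe sets the median fell to 0.11 for the meiosis list (adjusted p = 0.252, with 7.30e-08 to 0.624 over the alternatives) and to 0.02 for the hexose transporters (adjusted p = 0.429, with 2.95e-05 to 0.624 over the alternatives), and neither passed. In replicate pair 2 the median was 0.07 for the meiosis list and 0.0091 for the transporters, against 0.38 and 0.69 in pair 1 and 0.43 and 0.33 in pair 3.

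In camera with the preset correlation, the ribosomal protein and M/G1 lists fell, and the ribosome biogenesis and mRNA 3' end processing lists rose. The M/G1 list was the only cell cycle list called, and none of these calls held with an estimated correlation. Ribosomal protein genes fell by 0.04 in the median, with 117 of 127 negative (camera adjusted p = 7.47e-06; adjusted p = 0.627 with an estimated correlation), for example RPS22B at -0.46, RPL22B at -0.34 and RPL9B at -0.25. Ribosome biogenesis genes rose by 0.11 in the median over 63 genes (camera adjusted p = 0.000114; adjusted p = 0.848 with an estimated correlation), for example RRN3, an RNA polymerase I factor, at 0.67 (adjusted p = 0.0652, or 0.0267 with the replicate block and 0.0318 without GAL-YRA1Δi replicate 2, and 0.00237 to 0.332 over the alternatives). The list's median was 0.23, 0.07 and 0.07 in pairs 1, 2 and 3, and 0.07 to 0.17 with 1 array left out. The M/G1 list of daughter-cell genes fell, with a median of -0.29 over 16 genes (camera adjusted p = 8.51e-06; adjusted p = 0.624 with an estimated correlation), and held the cell separation genes DSE4 (-0.78), EGT2 (-0.51) and SCW11 (-0.46). Its median was -0.55, -0.17 and -0.28 in pairs 1, 2 and 3, and -0.42 to -0.19 with 1 array left out. Without GAL-YRA1Δi replicate 2 the adjusted p fell from 0.0931 to 0.0240 for DSE4 (0.00468 to 0.357 over the alternatives) and from 0.0959 to 0.0498 for EGT2 (0.00824 to 0.362 over the alternatives). The list of mRNA 3' end processing and termination factors rose with a median of 0.07 over 23 genes (camera adjusted p = 0.0282; adjusted p = 0.624 with an estimated correlation), with HRP1 at 0.64, PCF11 at 0.34 and SYC1 at -0.31. Its call was lost without GAL-YRA1 replicate 1 (adjusted p = 0.0677), GAL-YRA1 replicate 3 (adjusted p = 0.0557) or GAL-YRA1Δi replicate 2 (adjusted p = 0.108). With 1 array left out its median ran from 0.08 to 0.14. Adjusted over the list alone, 0 ribosomal protein, 1 biogenesis and 5 daughter-cell genes and 4 higher and 1 lower processing genes had an adjusted p below 0.05, while 0, 0, 0 and 1 passed the looser threshold over all genes.

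None of the 14 list calls held in camera with an estimated correlation, so none is secure as a difference from other genes. With fry, which asks whether a list's genes move one way and does not compare them with other genes, the Yap1 and the repair list had an adjusted p of 0.0445 each and no other list passed. Both were written with the study's table of altered genes already read, so these 2 calls are not independent evidence either. Moreover, the 9 other groupings of the same 6 arrays into 3 and 3 gave 8 to 16 called lists in camera with the preset correlation, so the number of called lists does not set the real groups apart.

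The other 25 tested lists did not pass camera, with adjusted p from 0.0567 to 0.944 and medians from -0.13 to 0.22. Among them were the partners of Yra1 in mRNP biogenesis and export (28 genes, median 0.07, adjusted p = 0.123), where SUB2 differed by 0.03, MEX67 by 0.30 (adjusted p = 0.140), NAB2 by 0.39, THO2 by -0.34 and EDC3 by 0.08. The telomere and telomerase factors (18 genes, median 0.02, adjusted p = 0.562), the subtelomeric genes (302 genes, median 0.03, adjusted p = 0.363), the DNA replication genes (40 genes, median 0.05, adjusted p = 0.309), the G1/S transcripts (17 genes, median 0.05, adjusted p = 0.719) and the galactose regulon (11 genes, median -0.10, adjusted p = 0.0567) did not pass either. The remaining ones were core histones, G2/M transcripts, RNA polymerase II subunits, nuclear pore, glycolysis, respiratory chain, ergosterol, Gcn4 targets, sulfur metabolism, GTP synthesis, the iron and phosphate regulons, drug resistance genes, pheromone response, mating-type and haploid-specific genes, selection markers and the Msn2/4 targets. In 4 of the lists (phosphate, selection markers, glycolysis and histones) the median, the mean and the direction of the test differed in sign. The mitochondrially encoded genes and the Y' element helicases had 0 measured members and were not tested. Some of these lists passed under alternatives. The galactose regulon did so with an intensity trend (adjusted p = 0.0131) and with GAL-YRA1Δi replicates 1 and 3 averaged (0.0407), the pheromone response with array weights (0.0351) and without both replicate 2 arrays (0.00129), and the respiratory chain with array weights (0.0351). Over all alternatives the adjusted p ran from 0.0131 to 0.683, from 0.00129 to 0.979 and from 0.00281 to 0.914 for these 3 lists. Of fits with 1 array left out, the galactose regulon passed without GAL-YRA1 replicate 3 (adjusted p = 0.0444) and GAL-YRA1Δi replicate 3 (0.0210), the iron regulon without GAL-YRA1 replicate 2 (0.00430) and GAL-YRA1Δi replicate 3 (0.0174), and ergosterol synthesis without GAL-YRA1 replicate 2 (0.0169). The respiratory chain passed without GAL-YRA1 replicate 1 (0.0328), GAL-YRA1 replicate 3 (0.0342) and GAL-YRA1Δi replicate 2 (0.00281), the G2/M list without GAL-YRA1 replicate 1 (0.00108), and the pheromone response (0.00165) and Gcn4 targets (0.00814) without GAL-YRA1Δi replicate 2.

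The study asked whether altered genes share structural features. No gene passed its threshold, so length was compared for the 21 genes past the looser one. Their median coding length, with introns included, was 1110 bp against 1236 bp for the other 5428 genes (permutation test, two-sided, p = 0.600). Their median signal was lower, 9.85 against 11.17 (log2, permutation test, two-sided, p = 0.00142). Genes are not independent replicates in these tests.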

Values the study reported

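The study reported that recombination between direct repeats rose 71.5-fold with the tet-driven intron-less YRA1 and 161-fold with the GAL-driven one. For the arrays it called a gene altered at a change of at least 1.5-fold and a P-value under 0.01 after correction for false discovery. Its table of higher and lower genes holds HUG1 and YRA1 among the higher ones. It also holds genes below 1.5-fold, such as RAD53, so it does not follow that rule throughout. No probe set passed the rule in the main fit here. From its arrays the study concluded that no functional class and no DNA damage response genes were deregulated. It left indirect effects of the mRNA export defect open. Its table of higher genes nonetheless holds HUG1, RNR4 and DUN1 of the damage-inducible list used here, and RAD52 and RAD53 of the repair list. Among these, HUG1 alone exceeded 1.5-fold there.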

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

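The replicate 2 block, the fit without both replicate 2 arrays and the averaging of GAL-YRA1Δi replicates 1 and 3 were added after the data were seen, as were all alternatives for the looser count. YRA1 was higher in GAL-YRA1Δi cells under every alternative run. It missed the study's threshold, and passed it with dim probe sets left out, with all probe sets, with an intensity trend and with the replicate 2 pair as a block (1.20 in each), with array weights (1.13) and without both replicate 2 arrays (1.09). Leaving out 1 array gave 1.14 to 1.25. The count past the study's thresholds was 0, and became 3 (2 higher, 1 lower) with dim probe sets left out, 4 (3 higher, 1 lower) with all probe sets, 1 (1 higher) with an intensity trend, 152 (122 higher, 30 lower) with array weights, which gave the replicate 2 arrays the lowest weights (0.281 and 0.202), 51 (35 higher, 16 lower) with the replicate 2 block and 89 (77 higher, 12 lower) without both replicate 2 arrays. It was 22 (14 higher, 8 lower) at the looser threshold and 109 (82 higher, 27 lower) at an unadjusted p below 0.01 with at least 1.5-fold. With 1 array left out it ran from 0 to 29 (0 to 26 higher, 0 to 3 lower). It stayed at 0 with both other normalizations, robust eBayes, no fold threshold, treat, the replicate block and the averaged arrays. The cause was not tested, beyond the fewer or more probe sets that the filters adjust over.

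The looser count of 22 became 79 with the replicate block, 217 with array weights, 136 with the replicate 2 block, 231 without both replicate 2 arrays and 0 with the averaged arrays, and 0 to 115 with 1 array left out. The replicate block left all 14 list calls in place, ended none of the calls at the looser threshold, and gave an adjusted p below 0.05 to 16 more of the 170 genes that the rule or the looser threshold named (13 of them at least 1.5-fold). The 14 list calls became 0 with an estimated correlation with camera, and fry, which makes no comparison with other genes, gave 2. For the 80 genes recomputed under all alternatives, those other than leaving out 1 array kept the side of the threshold in 699 cases, brought a call in 155 and ended one in 25, while leaving out 1 array kept it in 361, brought a call in 28 and ended one in 88. GAL10 ran from -0.0065 to 0.0278 (-0.00092 without GAL-YRA1 replicate 3) and RRM3 from -0.11 to 0.0284 with 1 array left out, and GAL10 was -0.0015 with the averaged arrays. The length comparison kept its side with dim probe sets left out (-135 bp, p = 0.567, permutation test). At the study's threshold neither length nor signal could be compared, and GC content was not run. The filter on dim probe sets removed few genes, since 5436 of 5498 probe sets lay above the S. pombe range used for it. That does not show that these genes were expressed, since 51 of 53 meiosis and sporulation genes, whose signal is low, also lay above it.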

Other observations

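The counts over other groupings of the arrays were planned before their results were seen, while the tests on retained shares, YRA1 in pair 2, S. pombe probe sets, matched random lists, the stress and S phase lists and the closeness of arrays were chosen only after the results they bear on had been seen.

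AAD6, YLR460C, FUR4, FAR1 and HIS3 had no overlap between groups. Of all tested probe sets 22.2% did so here, against 10% by chance. AAD6, YLR460C and STE2 were chosen after their values were seen. AAD6 differed by 1.96 (adjusted p = 0.0573) and YLR460C by 1.87 (adjusted p = 0.0652), both within 30 kb of a chromosome end and AAD6 also on the Yap1 list. With the replicate block the adjusted p was 0.0267 for AAD6 (0.00129 to 0.292 over the alternatives) and 0.0296 for YLR460C (0.00121 to 0.315 over the alternatives), and it was 0.00763 for AAD6 without GAL-YRA1Δi replicate 2 and 0.00364 for YLR460C without GAL-YRA1 replicate 2. The uracil permease gene FUR4 differed by 0.54 (adjusted p = 0.0817). FAR1, which arrests the cell cycle in response to pheromone, differed by -0.63 (adjusted p = 0.139). HIS3, the plasmid marker, differed by -0.28 (adjusted p = 0.262), with -0.47, -0.01 and -0.36 in pairs 1, 2 and 3. Apart from these, BAR1, which encodes a protease of mating type a cells that degrades pheromone, had 3.30 ± 0.14 and 3.17 ± 0.03 (SD, n = 3) in the 2 groups, below the limit of 4.70 used for dim probe sets, while STE2, the pheromone receptor gene of the same cells, had 13.77 ± 0.24 and 13.66 ± 0.32. The median change of each of the 16 chromosomes lay between -0.01 and 0.05, so no whole chromosome stood apart. Among the 3470 unnamed probe sets, 378 lay above the S. pombe range, and limma called 0 at an adjusted p below 0.05 and 1.5-fold in the fit to all probe sets, with 225 at an unadjusted p below 0.05.

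The first pattern is the weaker response in replicate 2, where among 92 genes that changed at least 2-fold in pair 1, the median retained share was 0.907 in pair 3 and 0.270 in pair 2, and among 92 chosen on pair 3 it was 0.868 in pair 1 and 0.273 in pair 2. The smaller of the 2 gaps was 0.595, but pairs 1 and 3 share the closest arrays and are no independent check on the choice of genes, and the 0.270 restates the weak pair, so neither that choice nor a shift shared by both replicate 2 arrays is decided by these shares. With no choice of genes, the SD of the difference within a pair was 0.227 in pair 2 against 0.326 and 0.339 in pairs 1 and 3. Control RNA mixed into GAL-YRA1Δi replicate 2 would have damped YRA1 too, yet its change there was 1.41, above the 1.13 and 1.06 of the other pairs. That check rests on 1 gene near the top of the scale, where damping can be hidden. GAL-YRA1 replicate 2 also had the lowest YRA1 signal, 13.22. GAL-YRA1Δi replicates 1 and 3 may instead have shared a culture or preparation, since over the brighter probe sets their difference had an SD of 0.0816 against at least 0.146 for any other arrays, but without repeat arrays of a known single RNA this cannot be told apart from a real difference between cultures.

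The second pattern is the rise of meiosis and sporulation transcripts, whose signal is low. Its camera call was lost with an estimated correlation (adjusted p = 0.624), and 1 of 53 genes passed the looser threshold over all genes. A higher background on the GAL-YRA1Δi arrays would raise the S. pombe probe sets, and their median change was -0.0401. RMA subtracts background and gives all arrays the same distribution, and these probe sets lie at its bottom. Their median may thus be held nearly fixed, so this does not decide. Over all probe sets of the table the median was 8.11, 7.85 and 8.06 on GAL-YRA1Δi replicates 1, 2 and 3. It was 7.82, 7.88 and 7.72 on those of GAL-YRA1. A general rise of dim probe sets could account for part of the list's rise, since 10000 random lists matched on signal had a median of 0.11. The list's 0.31 lay above the 0.21 that marks the top of their central 95%. Quantile normalization lowered the random lists to -0.06 and the list to 0.11 and ended its call. The list then still lay above the top of their central 95%, 0.03. It was written with the study's table of altered genes already read, whereas the random lists were matched on signal only. Neither comparison is therefore independent evidence that the list rose beyond other dim genes. The shift was 0.38, 0.07 and 0.43 in the 3 pairs, so its weakness in replicate 2, and with it an origin in a culture difference and an effect of Yra1, stay open.

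The third pattern is the joint rise of proteasome, chaperone, Yap1 and damage-inducible genes, with medians in pair 2 of 0.20, 0.16, 0.22 and 0.23. All of these camera calls were lost with an estimated correlation (adjusted p from 0.460 to 0.624). At the looser threshold over all genes 0, 0, 3 and 0 of their members passed. A general slow-growth response could raise chaperones, but it would lower ribosome biogenesis genes, whose median change was 0.11. Other groupings of the arrays moved that list by up to 0.19, so this does not decide, and the lower ribosomal protein genes would go with such a response. More cells in S phase is another possible explanation, for which the core histone list (median -0.00071, bootstrap interval -0.03 to 0.05) gave no rise over all arrays. The bootstrap drew the genes of a list, so its intervals hold no spread between arrays. In pairs 1, 2 and 3 the medians were -0.04, 0.09 and 0.0016 for histones and -0.09, 0.25 and 0.01 for the G1/S list. The G1/S list's median of 0.0531 had a bootstrap interval of -0.03 to 0.13 that reaches 0.11, which is 0.5 times the median of the damage-inducible list, and histone signals lie in the upper part of the scale, where changes can be compressed although YRA1 still differed there, so this too stays open, as does an effect of Yra1 itself.

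Other groupings of the 6 arrays number 10 with the real one, too few for a share under 0.05. The real grouping gave 22 probe sets at the looser threshold and the highest other gave 0, so 1 of 10 groupings gave as many. At an unadjusted p below 0.05 the real grouping gave 885, while groupings that put both replicate 2 arrays on the same side gave up to 973, which points to a structure of the samples. That one set GAL-YRA1 replicate 1 with GAL-YRA1Δi replicates 1 and 3, and with the replicate block the real grouping gave 1403. For gene lists, 6 of the 10 groupings gave at least the real 14, and the highest other gave 16. Among the 3 other groupings that part all pairs, the blocked fit called 0 probe sets, against 79 for the real one, but up to 15 lists against 14. The medians of the proteasome (0.21), chaperone (0.25), Yap1 (0.21) and damage-inducible (0.22) lists were each larger in size than in any other grouping, where the highest were 0.16, 0.15, 0.13 and 0.19, although camera also called them in 7, 5, 4 and 4 other groupings. The same held in size for the meiosis, mannoprotein, repair and unfolded protein response lists. It also held for the mRNP biogenesis, galactose regulon and nuclear pore lists, which camera did not call. By chance alone a list fixed without knowledge of these data would be largest in the real grouping in 1 of 10 cases. These lists were written with the study's table of altered genes already read. That rate therefore does not apply to them, and their size in the real grouping is not independent evidence. The other 6 called lists moved more in another grouping, with 0.30 against 0.29 for M/G1, 0.19 against 0.11 for ribosome biogenesis, 0.54 against 0.30 for PAU genes, 0.38 against 0.32 for hexose transporters, 0.09 against 0.07 for 3' end processing and 0.0476 against 0.0447 for ribosomal proteins.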
